A study of Homo sapiens with 26 samples. Its data were reported in "Capture‐C reveals preformed chromatin interactions between HIF‐binding sites and distant promoters" (2016).

How the data were processed

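The data are ChIP-seq libraries of MCF-7 and 786-O cells. H3K4me1, H3K27ac and CTCF were the targets in both lines, and H3K4me3 and RNApol2 in 786-O alone. Per the authors, hypoxia meant 16 h in 0.5% oxygen and was applied to MCF-7 only, beside a normoxic control, whereas the 786-O libraries are all normoxic. Of 26 samples, 22 had a peak list and the 4 input samples had none for use here. Samples were grouped by the cell line, treatment and antibody per the labels, which gave 11 groups of 2 libraries. Nothing in the labels says that the replicates came from separate cultures, so p-values measure the spread between these libraries, which may be technical.

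The submitters' processing notes name Trim Galore 0.3.3, BWA 0.7.5a-r405, SAMtools 0.1.19, bedtools 2.17.0, Picard 1.106 and MACS without a version, and the genome build GRCh37 (hg19). The study's methods name a further peak caller beside MACS, but the peaks in the lists carry MACS names. Each deposited list gives the position of every peak and a score by the authors, minus 10 times the log10 of the peak's p-value, with a lowest value of 50 and ties at 3100. Peaks had been called by the authors on each library separately, and which input library served as control is not given in the sources used here. The score depends on depth and was used only to rank or filter peaks within a list. A peak list says whether a region passed the caller's threshold in a library and not how strong the mark was, and its length depends on depth, the control and the enrichment of the library. No read counts were used, so the depth per library is unknown and no interval that needs it is given.

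Peaks on the 22 autosomes and X were used. The peaks of the libraries of a mark were merged into regions (overlap of at least 1 bp), and a region counted as called in a library if a peak of that library lay in it. A region called in both hypoxic and neither normoxic library was termed hypoxia-only, and the reverse normoxia-only. The counts were set beside those of the other pairs of the 4 libraries. Agreement of lists was measured with the Jaccard index over covered bases and tested with an exact permutation test stratified by mark, with 3 arrangements of 4 libraries per mark and 27 in all, one-sided for greater agreement within groups. No gene annotation or sequence of hg19 was used here. Regions overlapping an H3K4me3 region called in both 786-O libraries were therefore termed promoter-like, regions over 10 kb from these distal and the rest intermediate. This rests on 786-O promoters for both lines, so that promoters active in MCF-7 alone were not counted as promoter-like. Shares of regions were compared with two-sided Fisher's exact tests, with exact Clopper-Pearson intervals that treat regions as independent, and Benjamini-Hochberg adjustment over 5 tests. The adjusted values of the cross-mark comparison cover 9 tests. Regions of one library set are not independent replicates, and these p-values describe the libraries at hand.

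For windows, the kb covered by peaks in each 50 kb window were scaled to the mean total covered length of the 6 libraries of a mark, transformed to log2(kb + 1) and tested with limma 3.58.1 (eBayes with a trend) in R 4.3.3. Windows with a mean of at least 0.5 kb over the 6 libraries were tested, in one fit of the 3 groups, with Benjamini-Hochberg adjustment and a threshold of 0.05. A change on the log2(kb + 1) scale understates the change of windows with little coverage, and no fold is given against a group listed at 0. Windows had been fixed in advance as the substitute for gene loci in case no annotation of the build could be used, and no gene is named for the same reason. Where a library was left out, the remaining library of its group was taken to vary like those of the other groups. Named for H3K27ac and H3K4me1 were the 8 windows with the largest rise and the 8 with the largest fall among those past the threshold (3 and 3 for CTCF), or, where none passed, the 3 with the smallest p. Named regions were the 5 hypoxia-only and 5 normoxia-only H3K27ac regions with the best score rank in the worse of their 2 lists. Sets and statistics were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots with matplotlib 3.10.9. Confidence intervals are at 95%, and the permutation test of other marks in H3K27ac windows used 100000 resamples and was two-sided.

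The steps were tested on simulated data. Of 100 windows changed by 2-fold and 100 by 4-fold between hypoxia and normoxia, limma recovered 100 and 100 for H3K27ac with 14 false calls among 24148 windows, 63 and 100 for H3K4me1 with 1 false call among 32568, and 60 and 100 for CTCF with 13 false calls among 28827. The changed windows were drawn only from those with a mean log2(kb + 1) above 2, with a spread smoothed over windows. Changes from or to an empty window were thus not simulated. In the data, 253 of the 327 windows where H3K27ac rose had no peak in normoxia, so these rates do not describe such calls. Of 5000 simulated regions, 200 were made hypoxia-only and 177 were counted as such, and 100 of 100 made normoxia-only were counted.

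The alternatives fixed before the data were examined were lists of equal length within a mark, the peaks above the median score of each list, peaks covering at least 50% of a merged region, a Jaccard index over merged regions, pseudocounts of 0.25 and 4 kb, windows of 20 and 200 kb, no filter, no scaling, a fit of only the groups compared, replicate number as a block, distal regions only and each library left out in turn. Counts of peak midpoints per window, CTCF means without 786-O replicate 1 and H3K4me1 in any normoxic library were added after the data were examined. The comparisons of promoter-like shares, of H3K4me1 and CTCF in H3K27ac windows, of chromosomes and of H3K4me3 regions with and without RNApol2 were also added then. Tests of 12 gene lists, of promoters by gene list, of the HIF consensus motif and of loci named in the study need hg19 genes or sequence and were not run.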

Results

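ChIP-seq peaks were compared in 2 human cancer cell lines. MCF-7 is a breast cancer line in which the transcription factor HIF is degraded in normoxia and stabilised when oxygen falls. 786-O is a renal cancer line without functional VHL protein, which targets HIF for degradation, so that HIF is stable in these cells in normoxia. MCF-7 cells had been kept in normoxia or in 0.5% oxygen for 16 h and profiled for H3K4me1, a mark of enhancers, H3K27ac, a mark of active enhancers and promoters, and CTCF, a DNA-binding protein that shapes chromatin architecture. 786-O cells had been profiled in normoxia for these 3 targets and for H3K4me3, a mark of promoters, and RNA polymerase 2 (RNApol2). Each target was profiled in 2 libraries per group, which gave 22 peak lists in 11 groups, and 4 input libraries entered no comparison. The lists held between 12471 peaks (786-O RNApol2 replicate 1) and 69942 peaks (MCF-7 H3K4me1 in normoxia, replicate 2). The MCF-7 lists held 61191 to 69942 peaks for H3K4me1, 34932 to 36664 for H3K27ac and 47602 to 54278 for CTCF. The number of reads behind a list is not known from the peak lists, so the depth of each library is unknown.

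The first question was how far hypoxia changes the chromatin of MCF-7 cells. Most regions stayed in place. Of 41543 H3K27ac regions, 27931 (67.2%) were called in all 4 MCF-7 libraries, as were 41215 of 60494 CTCF regions (68.1%) and 44973 of 81923 H3K4me1 regions (54.9%). Promoter-like H3K27ac regions, which overlap H3K4me3 in both 786-O libraries, were called in all 4 libraries in 94.4% of cases, and distal ones, over 10 kb from such a region, in 55.3%. Libraries of one oxygen condition nevertheless resembled each other slightly more, on average, than libraries of different conditions. The Jaccard index over covered bases, the shared length divided by the combined length, averaged 0.7187 within and 0.6956 between conditions for H3K4me1, 0.7814 and 0.76 for H3K27ac, and 0.6922 and 0.6855 for CTCF. The difference summed over the 3 marks was 0.05116, the largest of the 27 arrangements of the libraries (exact stratified permutation test, p = 0.037, the smallest value this design can give). The highest of the other arrangements gave 0.04225. The hypoxic pair agreed more closely than the normoxic pair in each mark. The values were 0.721 and 0.7165 for H3K4me1, 0.7976 and 0.7651 for H3K27ac, and 0.7063 and 0.6781 for CTCF. In each mark, at least 1 normoxia against hypoxia pair agreed more closely than the normoxic pair (highest 0.7185, 0.771 and 0.6921). For CTCF the normoxic pair lay below the mean between conditions. With 2 libraries against 2, a single mark allows no p below 0.33. The 27 arrangements take the libraries of the 3 marks as independent of each other. If the marks shared preparations or a control, which the labels do not settle, the same limit of 0.33 would hold for all marks together.

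**Figure D1:**
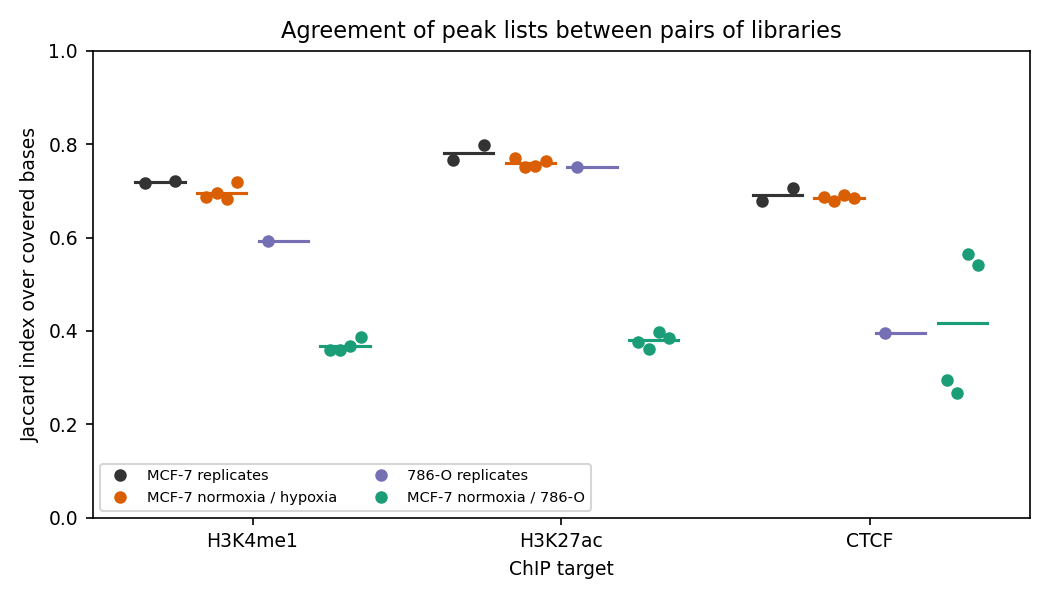
Jaccard index over covered bases (vertical axis, from 0 to 1) for pairs of peak lists of one ChIP target, with a point per pair and a line at the mean of each kind of pair. Normoxia against hypoxia pairs of MCF-7 average slightly less than the replicate pairs (0.76 and 0.7814 for H3K27ac) and overlap with them in each mark, whereas normoxic MCF-7 against 786-O pairs average 0.3801 for H3K27ac and 0.3687 for H3K4me1.

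H3K27ac was called at more sites in hypoxia only than in normoxia only. Both hypoxic and neither normoxic library had a peak in 1531 regions (3.69%), against 852 regions (2.05%) called in both normoxic libraries only. The other pairings of the 4 libraries gave 638, 458, 209 and 407 regions. The hypoxia-only regions were mainly distal (80.0%) and narrow (median 1509 bp, against 2854 bp for regions of all 4 libraries). Regions called in other pairs of libraries were similar, with 84.4% distal and a median of 1374 bp for normoxia-only regions and 65.1% to 90.4% and 1271 to 1485 bp for the rest. Promoter-like regions made up 5.23% (95% CI 4.16 to 6.46) of hypoxia-only and 2.11% (95% CI 1.26 to 3.32) of normoxia-only regions (odds ratio 2.55, Fisher's exact test, p = 0.000149, adjusted p = 0.000373). This share varied among the other pairs of libraries too, from 0.784% of regions called in the libraries numbered 1 only to 20.5% of those called in the libraries numbered 2 only. The excess of hypoxia-only regions kept its direction when any library was left out, at 2551 against 2280 and 2714 against 2368 without normoxia replicate 1 or 2, and 2822 against 1907 and 3416 against 1291 without hypoxia replicate 1 or 2. A condition judged on 1 library gains regions by construction, so the counts without a hypoxic library could not test the direction. Those without a normoxic library could, and the excess was smaller there.

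**Figure D2:**
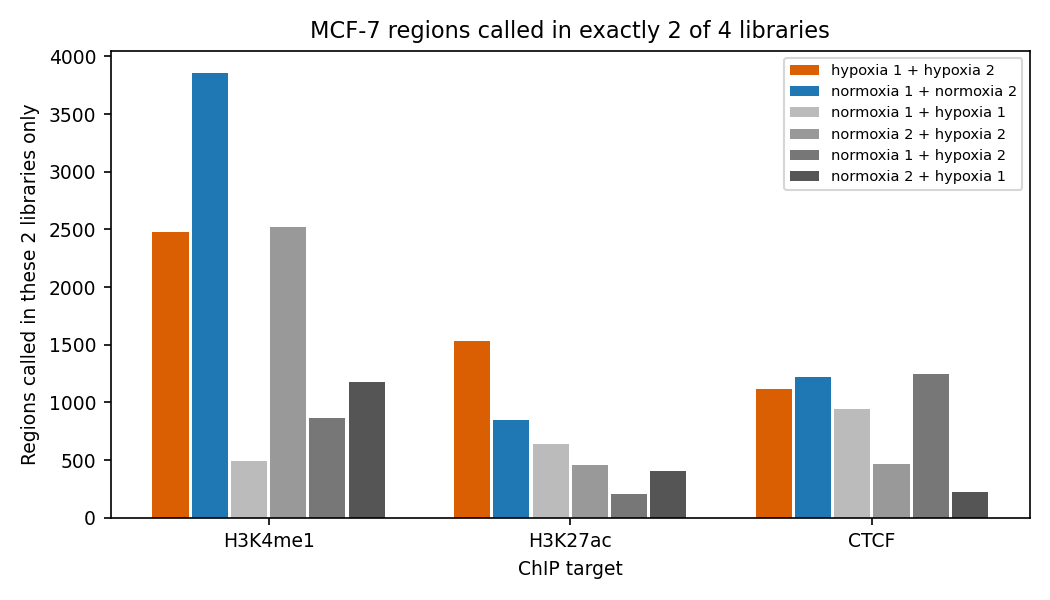
Number of MCF-7 regions (vertical axis) called in exactly 2 of the 4 libraries of each ChIP target, with a bar for each of the 6 pairs of libraries. For H3K27ac the 2 hypoxic libraries share 1531 such regions and the 2 normoxic libraries 852, and no other pair exceeds 638.

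The hypoxia-only H3K27ac region with the best score ranks lay on chromosome 9 at 35672504–35676792 (hg19). Its peaks ranked 7307 and 6985 in the lists of the hypoxic replicates. It lay 6.21 kb from the nearest 786-O H3K4me3 region, carried H3K4me1 in all 4 MCF-7 libraries and had no H3K27ac peak in 786-O. The H3K4me1 peak inside it spanned 35673296–35674697 in normoxia replicate 1 and 35673145–35674544 in normoxia replicate 2, whereas in both hypoxic libraries a further H3K4me1 peak lay beside it, at 35674906–35677144 in replicate 1 and 35675006–35676950 in replicate 2. The next regions lay on chromosome 19 at 10413422–10417048, chromosome 1 at 43521225–43526379, chromosome 17 at 70750230–70752617 and chromosome 20 at 43715471–43718415. All 5 carried H3K4me1 in both normoxic libraries, and only the region on chromosome 1 was also called for H3K27ac in both 786-O libraries. These 5 were among the 6 of 1531 hypoxia-only regions with peaks above the median score of both hypoxic lists, so they do not represent the rest. The best-ranked normoxia-only regions lay on chromosome 6 at 133942137–133945016, chromosome 15 at 74332136–74334508, chromosome 11 at 119564601–119568333, chromosome 10 at 79470496–79471927 and chromosome 5 at 33691035–33692476. The peaks of the best of these ranked 18181 and 19761 in the normoxic lists. All 5 were distal and carried H3K4me1 in both normoxic libraries, and the region on chromosome 10 had no H3K4me1 peak in either hypoxic library.

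**Figure D3:**
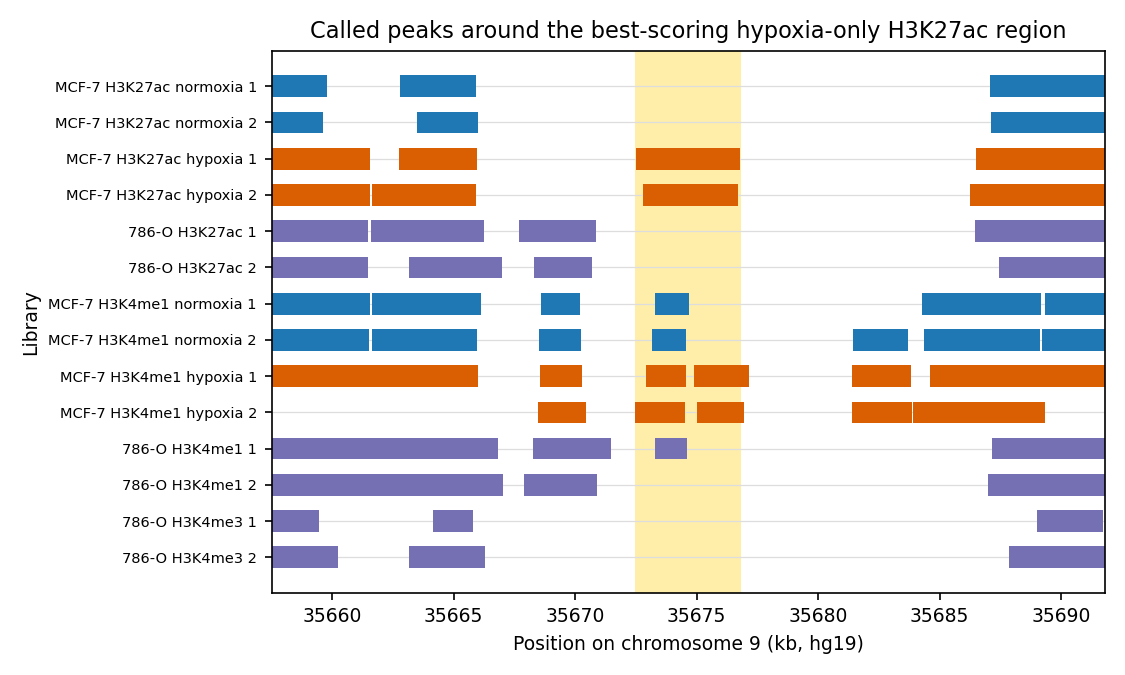
Called peaks (bars) of 14 libraries, a line per library, around the hypoxia-only H3K27ac region at 35672504–35676792 (shaded), with the position on chromosome 9 in kb (hg19) on the horizontal axis. H3K27ac peaks fill the shaded region in both hypoxic MCF-7 libraries and in neither normoxic nor 786-O library, while H3K4me1 peaks lie in it in all 4 MCF-7 libraries.

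Across 50 kb windows of the genome, the covered length of H3K27ac rose in hypoxia in 327 windows and fell in 186 of 24148 tested (limma, adjusted p below 0.05). The largest rises were in windows without an H3K27ac peak in normoxia. On chromosome 1 at 43.5–43.55 Mb, H3K27ac covered 5.28 ± 0.69 kb in hypoxia (SD, n = 2), on chromosome 8 at 118.85–118.9 Mb 5.24 ± 0.1 kb, and on chromosome 2 at 121.35–121.4 Mb 4.47 ± 0.96 kb, each listed at 0 in both normoxic libraries (limma, adjusted p = 0.0022, 0.002 and 0.0065). The window on chromosome 1 holds the hypoxia-only region named above, and that on chromosome 8 was also covered in 786-O, by 20.4 and 18.7 kb. The remaining windows of the 8 with the largest rise lay on chromosome 2 at 177.45–177.5 Mb, chromosome 3 at 134.35–134.4 and 184.45–184.5 Mb, and chromosome 8 at 10.9–10.95 and 61.8–61.85 Mb. The largest fall was on chromosome 9 at 137.7–137.75 Mb, where H3K27ac covered 9.71 ± 0.43 kb in normoxia and was listed at 0 in both hypoxic libraries (adjusted p = 0.002). H3K4me1 stayed called across this window, covering 52.0 and 47.3 kb in the normoxic and 45.4 and 37.1 kb in the hypoxic libraries after scaling, which can exceed the window's own length. The windows with the next largest falls, on chromosome 3 at 138.15–138.2 Mb and chromosome 2 at 44.3–44.35 Mb, went from 3.55 ± 0.22 and 3.31 ± 0.66 kb in normoxia to 0. The other 5 of the 8 windows with the largest fall lay on chromosome 5 at 0.35–0.4 and 112.45–112.5 Mb, chromosome 8 at 36.4–36.45 Mb, chromosome 1 at 202.25–202.3 Mb and chromosome 15 at 74.3–74.35 Mb, with 2.62 to 3.06 kb in normoxia and 0 in hypoxia. On the log2 scale of covered kb plus 1, the median change was 1.37 in the windows that rose and −1.32 in those that fell.

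**Figure D4:**
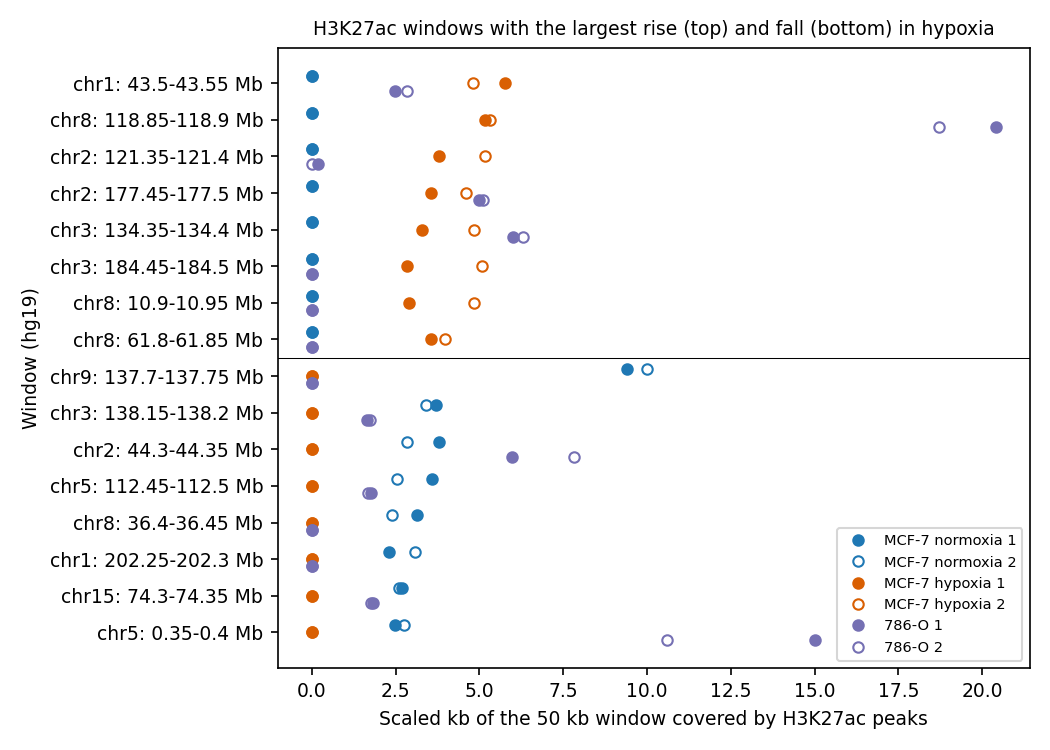
Scaled kb covered by H3K27ac peaks (horizontal axis) in the 8 windows of 50 kb with the largest rise and the 8 with the largest fall in hypoxia, with a point per library. The rising windows lie at 0 in both normoxic libraries and between 2.83 and 5.77 kb in the hypoxic ones, and the falling windows lie at 0 in both hypoxic libraries.

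These changes came mostly from peaks that appeared or disappeared. No H3K27ac peak was called in normoxia in 253 of the 327 windows that rose, and none in hypoxia in 137 of the 186 that fell. Windows holding a promoter-like region made up 19% of the windows that rose and 14.5% of those that fell, against 44.4% of all tested. H3K4me1 differed on average between the windows where H3K27ac rose and those where it fell, although no H3K4me1 window passed the threshold. Its mean log2 change was 0.136 where H3K27ac rose and −0.0647 where it fell (difference 0.201, permutation test, p = 2e-05, the smallest that 100000 resamples can give, adjusted p = 4e-05), and it was above 0 in 66.6% of the 323 and 43.8% of the 178 such windows tested for H3K4me1. This test takes windows as independent, but all rest on the same 2 against 2 libraries per mark, which allow no p below 0.33. It was not run on the other groupings of the libraries. Nor can it tell oxygen from a preparation or control shared by the marks. For CTCF the means were 0.0429 and −0.0145 (permutation test, p = 0.051, adjusted p = 0.051). Grouping the libraries by replicate number instead of oxygen gave 204 windows past the threshold and the crossed grouping 53, and the count was 781 without normoxia replicate 2. It was 925 with windows of 20 kb, 88 with windows of 200 kb, 801 without the filter on low windows and 323 without scaling. Without hypoxia replicate 1 the rises and falls were closer in number, at 368 and 320.

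A further question was whether sites used in hypoxia were marked as enhancers beforehand. Most were. H3K4me1 was called in both normoxic libraries in 1209 of the 1531 hypoxia-only H3K27ac regions (79.0%, 95% CI 76.8 to 81.0) and in 714 of the 852 normoxia-only regions (83.8%, 95% CI 81.2 to 86.2), a small difference (odds ratio 0.726, Fisher's exact test, p = 0.0041, adjusted p = 0.00513). Regions with H3K27ac in all 4 libraries had it in 78.2% of cases, and regions called in the other pairs of libraries in 69.7% to 78.5%. A high share was thus not particular to hypoxia-only regions. The odds ratio became 1.61 without H3K27ac normoxia replicate 1 and 1.16 without normoxia replicate 2. However, the condition judged on 1 library had the lower share each time. This was 74.7 and 75.8% of normoxia-only regions without normoxia replicate 1 and 2. It was 74.4 and 74.2% of hypoxia-only regions without hypoxia replicate 1 and 2. Leaving out a library therefore cannot decide the sign of this difference. In the reverse view, H3K4me1 regions that were distal and present in all 4 MCF-7 libraries numbered 32971, and H3K27ac was called in 47.4% ± 0.537 of them in normoxia and 49.7% ± 2.62 in hypoxia (SD, n = 2), a difference below the spread of the hypoxic pair. The corresponding shares of 6401 promoter-like H3K4me1 regions were 91.0% ± 2.16 and 93.0% ± 1.71.

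The same regions were looked up in 786-O, where HIF is stable without hypoxia. Hypoxia-only H3K27ac regions were no more often present there than normoxia-only ones. Both 786-O H3K27ac libraries had a peak in 440 of the 1531 hypoxia-only regions (28.7%, 95% CI 26.5 to 31.1) and in 277 of the 852 normoxia-only regions (32.5%, 95% CI 29.4 to 35.8; odds ratio 0.837, Fisher's exact test, p = 0.0562, adjusted p = 0.0562). Among distal regions alone the share was lower for hypoxia-only regions, at 25.4% against 31.0% (odds ratio 0.757, Fisher's exact test, p = 0.00847), and without H3K27ac normoxia replicate 1 or 2 the odds ratio was 1.14 or 1.1 (Fisher's exact test, p = 0.0486 and 0.103). With a normoxic library left out, the normoxia-only regions were judged on 1 library and had the lower share. Regions with H3K27ac in all 4 MCF-7 libraries, which were wider and more often promoter-like, were found in 786-O in 71.8% of cases. Regions called in the other pairs of MCF-7 libraries were found there in 24.7% to 29.2%, about as often as hypoxia-only regions.

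H3K4me1 showed no window past the threshold between hypoxia and normoxia. Of its regions, 2474 (3.02%) were called in hypoxia only and 3857 (4.71%) in normoxia only, but with lists of equal length these numbered 3081 and 3067. They numbered 3656 and 9383, 6266 and 7132, 6727 and 5640, and 4846 and 7804 without normoxia replicate 1, normoxia replicate 2, hypoxia replicate 1 and hypoxia replicate 2 respectively. The pair of libraries numbered 2 shared 2525 regions of its own, about as many as the hypoxic pair. limma called 0 of 32568 windows (smallest adjusted p = 0.067), with 2023 at an unadjusted p below 0.05, against 1036 and 763 under the other groupings of the same libraries. The windows with the smallest p were chromosome 11 at 131.5–131.55 Mb (0 kb in normoxia, 3.87 ± 0.17 kb in hypoxia), chromosome 3 at 153.8–153.85 Mb (4.09 ± 0.23 and 0 kb) and chromosome 10 at 25.45–25.5 Mb (0 and 3.76 ± 0.29 kb; SD, n = 2). The absence of calls rested on the settings, since 518 windows passed with a pseudocount of 0.25 kb and 997 with windows of 20 kb. In a fit of the normoxic and hypoxic libraries alone, without the 786-O libraries in the estimate of the spread, 617 passed. Promoter-like regions made up 15.6% of hypoxia-only and 18.8% of normoxia-only H3K4me1 regions (odds ratio 0.796, Fisher's exact test, p = 0.00101, adjusted p = 0.00168), within the range of 11.9% to 20% seen for the other pairs.

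CTCF differed little between the oxygen conditions. Only 1116 regions (1.84%) were called in hypoxia only and 1217 (2.01%) in normoxia only, and the pair of normoxia replicate 1 with hypoxia replicate 2 shared 1251 of its own. Which side was larger changed with the library left out, from 3772 against 2241 without normoxia replicate 1 to 1642 against 5207 without normoxia replicate 2, with 3212 against 2028 and 2582 against 2793 without hypoxia replicate 1 or 2. limma called 0 of 28827 windows (smallest adjusted p = 0.83), with 547 at an unadjusted p below 0.05. The estimate of the spread in this fit included the 786-O CTCF libraries, whose replicates differed from each other. In a fit of the normoxic and hypoxic libraries alone, 143 windows passed and 1527 had an unadjusted p below 0.05 by limma. The windows with the smallest p lay on chromosome 19 at 48.1–48.15 Mb, chromosome 4 at 89.5–89.55 Mb and chromosome 9 at 2.0–2.05 Mb, each holding a promoter-like region. CTCF covered 2.57 ± 0.16, 2.36 ± 0.29 and 2.57 ± 0.94 kb there in normoxia (SD, n = 2) and was listed at 0 in hypoxia. Of the regions called in normoxia only, 26.7% (95% CI 24.2 to 29.3) were promoter-like, against 6.0% (95% CI 4.68 to 7.56) of those in hypoxia only (odds ratio 0.175, Fisher's exact test, p = 9.43e-44, adjusted p = 4.72e-43). The regions called in the libraries numbered 2 only had the same share of promoter-like regions, 26.7%, so that this measure also varied between libraries without regard to oxygen.

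The cell lines were then compared, to set differences between cell types beside the effect of hypoxia. They were larger for all 3 marks. The Jaccard index between normoxic MCF-7 and 786-O averaged 0.3687 for H3K4me1, 0.3801 for H3K27ac and 0.4171 for CTCF, against 0.6956, 0.76 and 0.6855 between normoxic and hypoxic MCF-7. Over merged regions in place of bases, the means were 0.4009, 0.4625 and 0.5916 between the lines and 0.7011, 0.7863 and 0.8044 between the oxygen conditions. The CTCF value over bases was 0.5529, and that over merged regions 0.7255, when 786-O CTCF replicate 1, whose list stood apart from that of replicate 2, was left out. Within-line agreement exceeded between-line agreement by 0.7841 summed over the 3 marks, the largest of 27 arrangements (exact stratified permutation test, p = 0.037, the smallest possible). This again takes the marks as independent of each other. The 786-O replicates alone gave 0.5936 for H3K4me1 and 0.7514 for H3K27ac but 0.3952 for CTCF, below the mean of 0.4171 between the lines. H3K27ac was called in both libraries of both lines in 83.9% of promoter-like and 23.5% of distal regions, and H3K4me1 in 45.9% and 25.1%. For CTCF these shares were 53.8% and 35.8%, but without 786-O CTCF replicate 1 they were close, at 66.3% and 64.2%. The contrast between the classes is partly fixed by definition, since promoter-like regions were chosen for H3K4me3 in 786-O. Promoters active in MCF-7 alone fell among the distal or intermediate regions. The shared share of all CTCF regions was 38.9%, or 65.2% without this library.

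Broad domains of H3K27ac and H3K4me1 were present in only one of the lines. On chromosome 7 at 68.15–68.2 Mb, H3K27ac covered 30.9 ± 0.88 kb and H3K4me1 23.9 ± 0.19 kb in 786-O (SD, n = 2), and both were listed at 0 in normoxic MCF-7 (limma, adjusted p = 3.6e-05 and 0.002). The window on chromosome 22 at 27.6–27.65 Mb had 29.8 ± 3.7 and 27 ± 0.6 kb of these marks in 786-O and that on chromosome 8 at 125.65–125.7 Mb had 24.1 ± 2.6 and 23.4 ± 0.47 kb, again with 0 in normoxic MCF-7. In the opposite direction, H3K4me1 covered 5 adjacent windows of chromosome 18 from 44.85 to 45.1 Mb in normoxic MCF-7, with up to 41.2 ± 1.1 kb at 44.9–44.95 Mb, and was listed at 0 in 786-O. On chromosome 3 at 141.1–141.15 Mb H3K27ac covered 20.1 ± 3.5 kb and H3K4me1 21.7 ± 0.94 kb in normoxic MCF-7, and neither mark was called in 786-O. H3K27ac covered 28.9 ± 0.75 kb of chromosome 1 at 43.4–43.45 Mb and 23.9 ± 2.3 kb of chromosome 11 at 123.3–123.35 Mb in normoxic MCF-7 and was listed at 0 in 786-O. On chromosome 7 at 130.55–130.6 and 100.75–100.8 Mb and on chromosome 15 at 74.7–74.75 Mb it covered 41.8 ± 0.74, 32.9 ± 0.88 and 34.6 ± 0.73 kb in normoxic MCF-7, and a peak was called in only 1 of the 2 786-O libraries. The window on chromosome 9 at 137.7–137.75 Mb, which lost its H3K27ac in hypoxia, had no H3K4me1 peak in 786-O.

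In all, H3K27ac coverage was higher in 786-O in 6384 windows and lower in 9077 of 24148 tested, and H3K4me1 coverage was higher in 4673 and lower in 6732 of 32568 (limma, adjusted p below 0.05). The balance of directions rested on scaling each library to the same total covered length. The share of H3K27ac calls that were higher in 786-O was 41.3% with this scaling and 70.2% without it, and that of H3K4me1 calls was 41.0% and 58.4%. Scaling moved the median log2 change of all windows from 0.30 to −0.23 for H3K27ac and from 0.15 to −0.17 for H3K4me1, and 186 H3K27ac windows passed in opposite directions with and without it. Counting peak midpoints instead of covered length left 7726 H3K27ac windows, of which 118 passed in the opposite direction. The number of H3K4me1 calls fell to 7160 without normoxia replicate 1 and to 7036 without normoxia replicate 2.

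For CTCF, limma called 0 of 28827 windows between the lines (smallest adjusted p = 0.066), with 4441 at an unadjusted p below 0.05. Scaling moved the median log2 change of all CTCF windows from 0.24 to −0.26. The absence of calls depended on the libraries and settings, since 585 windows passed without 786-O replicate 1, 14285 without replicate 2, 84 with windows of 20 kb and 1130 by peak midpoints. The windows with the smallest p lay on chromosome 11 at 69.25–69.3 Mb, chromosome 2 at 85.65–85.7 Mb and chromosome 16 at 56.65–56.7 Mb, with 4.45 ± 0.32, 5.07 ± 0.47 and 6.14 ± 1.5 kb in 786-O (SD, n = 2) and 0 in normoxic MCF-7. The regions called in one line only were unevenly spread over the chromosomes, and the marks varied together. MCF-7-only regions made up 66.6% of the single-line H3K4me1 regions, 56.9% of the H3K27ac regions and 67.8% of the CTCF regions on chromosome 14, but 37.8%, 38.7% and 29.2% on chromosome 22.

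**Figure D5:**
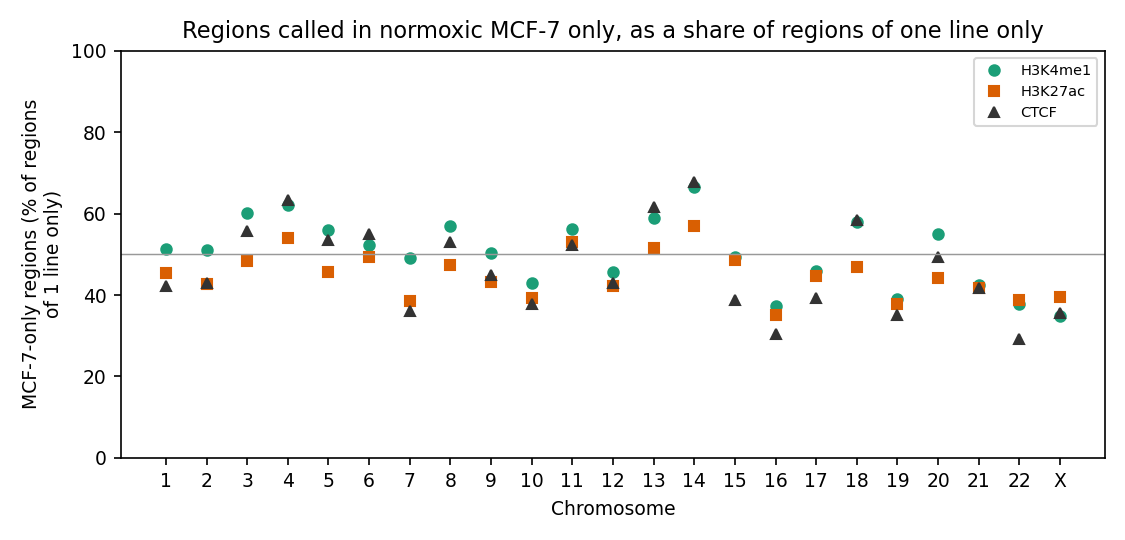
Regions called in both normoxic MCF-7 and neither 786-O library, as a percentage of all regions called in one line only (vertical axis), for each chromosome and ChIP target, with a line at equal numbers. The CTCF share runs from 29.2% on chromosome 22 to 67.8% on chromosome 14, and the H3K4me1 shares there are 37.8% and 66.6%.

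In 786-O, the additional marks placed RNApol2 mainly at promoter-like regions. H3K4me3 was called in both libraries in 13731 regions, and 67.6% of these overlapped a region called in both RNApol2 libraries. This share was 53.0% without H3K4me3 replicate 1. Conversely, 86.4% of the 10737 RNApol2 regions overlapped H3K4me3, and 7.93% were distal. H3K4me3 regions with RNApol2 in both libraries had H3K27ac in 99.3% ± 0.11 of cases (SD, n = 2 libraries), whereas those with RNApol2 in neither library had it in 58.9% ± 6.8. The same regions carried H3K27ac in normoxic MCF-7 in 95.3% ± 0.3 and 61.3% ± 4.3 of cases. CTCF was called in 58.0% of the H3K4me3 regions. H3K27ac and H3K4me1 were more often distal, in 53.1% of 30427 and 65.7% of 47705 regions.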

Values the study reported

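The study reported that about 3% of the cis-interactions of HIF-binding sites, measured by Capture-C, changed significantly in frequency after HIF stabilisation in MCF-7 cells, by 1.4- to 1.9-fold. Between hypoxic MCF-7 and 786-O cells, it reported a significant difference for approximately 20% of interacting sites, by 1.2- to 6.0-fold.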

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

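Peaks outside the chromosomes used in the comparisons were present in all 22 lists. On unplaced and alternative-haplotype contigs there were 986 peaks in total, between 6 and 87 per library, which no comparison used, and no test was run on them. A test for outlying libraries needs larger groups than 2 and was not run.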

How the results depend on the processing

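Peak midpoints, and the CTCF means without 786-O replicate 1, were chosen as alternatives after the data were examined. Of 154 alternatives of the main results, 96 kept the value or call within the limits set. Both exact permutation tests of agreement gave p = 0.037 with equal lists and with the Jaccard index over merged regions. Unknown depth limits all counts, because a region missing from a list may lie just below the caller's threshold, and the counts moved with the threshold (631 hypoxia-only and 438 normoxia-only H3K27ac regions among peaks above the median score of their list). Such a region may hold a lower-scoring peak of the other condition. Only 6 hypoxia-only and 0 normoxia-only H3K27ac regions had peaks above the median of both their lists and no peak at all in the other condition. Almost all of the 631 and 438 were thus not a part of the 1531 and 852 regions.

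Among peaks above the median score, hypoxia-only and normoxia-only regions numbered 1517 and 2318 for H3K4me1 and 477 and 550 for CTCF. These too may hold a lower-scoring peak of the other condition. Leaving out a library raises the counts from the full lists by construction, since its condition is then judged on 1 library. The ranges for hypoxia-only and normoxia-only regions were 2551 to 3416 and 1291 to 2368 for H3K27ac, 3656 to 6727 and 5640 to 9383 for H3K4me1, and 1642 to 3772 and 2028 to 5207 for CTCF. H3K27ac windows changed in hypoxia numbered 925 with 20 kb and 88 with 200 kb windows, 801 without a filter, 323 without scaling and 568 to 781 with a library left out. Of the 513 windows, 314 were also called in the same direction without scaling, 313 with equal lists and 246 by peak midpoints. H3K4me1 windows changed in hypoxia numbered 518 with a pseudocount of 0.25 kb, 997 with 20 kb windows, 276 with equal lists, 617 in a fit of 2 groups and 300 by peak midpoints, and 0 by limma with any library left out (2037 to 2588 at an unadjusted p below 0.05). CTCF windows numbered 143 in a fit of 2 groups and 0 by limma in every other alternative (119 to 1072 at an unadjusted p below 0.05). Every fit but that of 2 groups took the 786-O libraries into the estimate of the spread. No 786-O library was left out for the oxygen comparison. For H3K27ac the fit of 2 groups went the other way, with 372 windows against 513. Between the lines, H3K27ac windows numbered 6939 with 200 kb windows, 7726 by peak midpoints and 11808 to 14123 with a library left out. H3K4me1 windows numbered 18973 with 20 kb and 4099 with 200 kb windows and 7036 to 12704 with a library left out. CTCF windows numbered 84 with 20 kb windows, 1130 by peak midpoints and 0 to 14285 with a library left out. The cause of these shifts was not tested, beyond the number of windows tested and libraries used.

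The odds ratio for H3K4me1 before hypoxia ran from 0.548 to 1.61 with a library left out, and reversed to 1.61 and 1.16 without H3K27ac normoxia replicate 1 and 2. That for presence in 786-O was 0.757 in distal regions and ran from 0.732 to 1.14, passing the threshold at 0.732 and 0.733 without hypoxia replicate 1 and 2 and reversing to 1.14 and 1.1 without normoxia replicate 1 and 2 (Fisher's exact test, p = 0.0486 and 0.103, so that the first of these also passed). With a library left out, the condition judged on 1 library had the lower share each time, for H3K4me1 and for 786-O alike. These shifts thus went with the unequal number of libraries behind the sets, and their cause was not tested further. The share of 786-O H3K4me3 regions with RNApol2 ran from 53.0 to 72.4%, the lowest without H3K4me3 replicate 1.

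The replicate numbers were not shown to pair the libraries, since the deviations of same-numbered normoxic and hypoxic libraries from their group means correlated by 0.055 for H3K4me1, 0.183 for H3K27ac and 0.0035 for CTCF over windows, and those of normoxic MCF-7 and 786-O libraries by 0.156, −0.036 and 0.168, with only 2 numbers in each group. With replicate number as a block, 278 H3K27ac windows changed in hypoxia, 277 of them among the 513, and 95 CTCF windows differed between the lines. Region counts are identical under the pairing by construction. The gene list, promoter and motif alternatives were not run, for want of hg19 genes and sequence.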

Other observations

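Tests chosen only after the result was seen were those of the ratio with equal lists (the equal lists had been fixed in advance), of score ranks in the upper tertile, of H3K4me1 with CTCF, and of the best match of 786-O CTCF replicate 1. The bases covered by H3K4me1 differed with oxygen inside the regions called for H3K27ac in one condition only, in each pair of libraries. In hypoxia-only H3K27ac regions, H3K4me1 peaks covered 77.5 and 83.2% of the bases in the normoxic and 85.7 and 88.9% in the hypoxic libraries. In normoxia-only regions they covered 82.0 and 86.5% in normoxia and 73.1 and 77.0% in hypoxia. In the 27931 regions of all 4 libraries the means were 69.6% ± 2.7 and 68.5% ± 3.1 (SD, n = 2). Between 2 and 2 libraries no exact p can go below 0.33, and these shares were not tested.

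The hypoxia-only H3K27ac regions outnumbered the normoxia-only ones by 1.8 to 1. Unequal list lengths are argued against, since the ratio was 1.49 with equal lists, whereas the test of preparations shared by replicate number (odds ratio 0.167 over 16 meetings, Fisher's exact test, p = 0.262) decides nothing, because the bound set for it overlooked that such sharing joins a normoxic with a hypoxic library. A change shared by both histone marks met the bound set for it. Of 110 meetings between one-sided H3K27ac and H3K4me1 regions, 108 went the same way (odds ratio 2900, Fisher's exact test, p = 4.08e-29, adjusted p = 3.67e-28). The other groupings gave 5 of 16 and 3 of 7. Of the 108, 50 joined hypoxia-only regions of both marks and 58 joined normoxia-only regions. The meetings covered few of the one-sided H3K27ac regions and did not lean to hypoxia, so they do not account for the excess. Weak peaks near the caller's threshold stay open, because the bound set beforehand was too lax. Peaks above the median score of both lists were found in 6 hypoxia-only regions and in 0 of any other pair. Of the 6, 1 lay in the upper tertile of both lists. The rest of the 1531 regions had no peak above the median score in at least 1 hypoxic list, so almost all rested on lower-scoring peaks. An input library shared by the marks of a condition also cannot be told apart from oxygen, since one-sided H3K4me1 and CTCF regions went the same way in 91.4% of 58 meetings, and a response to hypoxia remains a hypothesis.

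786-O CTCF replicate 1 stood apart from replicate 2. Its 22611 peaks without a replicate 2 peak had a median score of 70.97 and 15.2% of them met any MCF-7 CTCF peak, against 397.5 and 91.9% for the 37845 others. The share of the extra peaks over 786-O H3K27ac was 17.3%, 0.562 times the 30.8% of the other peaks. This cannot decide on signal over active chromatin, because the other peaks are CTCF sites that often lie over active marks themselves. A greater list length alone is argued against, because with equal lists the shared regions reached 0.722 times the lowest share between MCF-7 CTCF replicates. Weak peaks as such stay open, since shortening the list need not remove all of the low-scoring extra peaks. Its best match was replicate 2, with 52.6% of regions in common and 46.8% for the next library. A best match cannot identify the line. By the same measure replicate 2 matched the MCF-7 CTCF libraries better (0.7207 to 0.7284) than replicate 1 (0.5265). Libraries of the other targets shared at most 19.6% of regions with replicate 1, so CTCF matched best among the targets profiled here. No biological explanation was tested, and the source of the extra peaks remains open.

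Cell-line differences were grouped along chromosomes. Over 481 segments of 5 Mb, the log2 ratio of MCF-7-only to 786-O-only regions for CTCF followed that for H3K4me1 (Spearman's rho 0.62, 95% bootstrap interval 0.559 to 0.673) and, less closely, that for H3K27ac (0.466), and the ratios of the 2 histone marks followed each other most closely (0.735). On chromosome 5 from 50000001 to 55000000, 54 H3K4me1, 40 H3K27ac and 19 CTCF regions were found in MCF-7 only and 7, 2 and 2 in 786-O only, and on chromosome 10 from 115000001 to 120000000 these were 14, 5 and 4 against 78, 48 and 21. These values are consistent with different copy numbers of chromosome segments in the lines as a candidate explanation, although segments are not independent and no copy number was measured. Differences in the activity of whole domains between the cell types would give the same pattern and stay open.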
